# Investigating the Molecular Mechanisms of Organophosphate and Pyrethroid Resistance in the Fall Armyworm *Spodoptera frugiperda*

**DOI:** 10.1371/journal.pone.0062268

**Published:** 2013-04-17

**Authors:** Renato A. Carvalho, Celso Omoto, Linda M. Field, Martin S. Williamson, Chris Bass

## Abstract

The fall armyworm *Spodoptera frugiperda* is an economically important pest of small grain crops that occurs in all maize growing regions of the Americas. The intensive use of chemical pesticides for its control has led to the selection of resistant populations, however, to date, the molecular mechanisms underlying resistance have not been characterised. In this study the mechanisms involved in the resistance of two *S. frugiperda* strains collected in Brazil to chlorpyrifos (OP strain) or lambda-cyhalothrin (PYR strain) were investigated using molecular and genomic approaches. To examine the possible role of target-site insensitivity the genes encoding the organophosphate (acetylcholinesterase, AChE) and pyrethroid (voltage-gated sodium channel, VGSC) target-site proteins were PCR amplified. Sequencing of the *S. frugiperda ace-1* gene identified several nucleotide changes in the OP strain when compared to a susceptible reference strain (SUS). These result in three amino acid substitutions, A201S, G227A and F290V, that have all been shown previously to confer organophosphate resistance in several other insect species. Sequencing of the gene encoding the VGSC in the PYR strain, identified mutations that result in three amino acid substitutions, T929I, L932F and L1014F, all of which have been shown previously to confer knockdown/super knockdown-type resistance in several arthropod species. To investigate the possible role of metabolic detoxification in the resistant phenotype of the OP and PYR stains all EST sequences available for *S. frugiperda* were used to design a gene-expression microarray. This was then used to compare gene expression in the resistant strains with the susceptible reference strain. Members of several gene families, previously implicated in metabolic resistance in other insects were found to be overexpressed in the resistant strains including glutathione S-transferases, cytochrome P450s and carboxylesterases. Taken together these results provide evidence that both target-site and metabolic mechanisms underlie the resistance of *S. frugiperda* to pyrethroids and organophosphates.

## Introduction

The fall armyworm *Spodoptera frugiperda* (JE Smith) (Lepidoptera: Noctuidae) is a polyphagous species native to tropical regions of the American continent. In Brazil this species is one of the most destructive and economically important insect pests of maize and also causes damage to other crops including soybean, cotton, rice, sorghum and vegetables [1], [2]. The distribution of *S. frugiperda*, although limited to warm climates, covers large geographic areas, largely due to the significant dispersal ability of adults which has allowed it to spread rapidly throughout the range of its host species [3]. The high infestation rate of *S. frugiperda* and the major economic losses it causes has led to a reliance on intensive application of chemical insecticides for control. Unfortunately the widespread and sometimes indiscriminate use of insecticides has contributed to the development of populations with resistance to several different insecticide classes including organophosphates, carbamates, pyrethroids and benzoylureas [4], [5], [6], [7].

The first report of insecticide resistance in *S. frugiperda* was to the carbamate insecticide carbaryl [8]. Since then high levels of resistance have been reported in field populations from North Florida to several pyrethroid and organophosphate insecticides [5], [6]. Resistance has also been observed in laboratory-selected populations which have been described with resistance ratios of more than 40-fold to a given pyrethroid compound [9]. In Brazil, resistance to pyrethroids has also been reported in *S. frugiperda* with a population described with resistance ratios of approximately 13-fold to lambda-cyhalothrin [4].

Biochemical characterization of resistance to pyrethroids and organophosphates in *S. frugiperda* has suggested that both insensitivity of the target site and detoxification of insecticides by metabolic enzymes underlie resistance [7]. Furthermore, a study on the genetics of resistance in *S. frugiperda* to a carbamate (methomyl) and pyrethroid (lambda-cyhalothrin) has indicated that multiple recessive genes are involved [10]. In both studies, however, the specific mutations/genes involved were not identified.

In other insect species resistance to pyrethroids and organophosphates has been most commonly associated with structural alteration (mutation) of the genes encoding target-site proteins (target-site resistance), and/or enhanced expression of metabolic enzymes that break down or sequester the insecticide before it reaches the target (metabolic resistance). For target-site resistance, a relatively small number of highly conserved point mutations have been identified in the genes encoding the voltage-gated sodium channel in insect species with resistance to pyrethroids or in the gene encoding the acetylcholinesterase (AChE) enzyme of species with resistance to organophosphates and carbamates [11], [12]. For metabolic resistance, genomic changes which lead to gene amplification, overexpression and/or modification of genes encoding members of the glutathione S-transferases (GSTs), cytochrome P450s (P450s) and carboxylesterases (CEs) have been most frequently identified in a range of insect species with resistance to pyrethroids, organophosphates and carbamates [13].

Of the 136 products registered for control of *S. frugiperda* in Brazil (as of 2013), 78 were pyrethroids or organophosphates [14] and therefore knowledge of the frequency and distribution of resistance mechanisms to these insecticides is urgently required. Towards this end, in this study we investigated the molecular mechanisms associated with resistance in two strains of *S. frugiperda* collected in Brazil and selected with either chlorpyrifos (OP strain) or lambda-cyhalothrin (PYR strain). The genes encoding the target sites of both insecticide classes were characterized and the frequencies of mutations at known resistance ‘hot spots’ were examined in these populations. In order to identify candidate genes potentially involved in metabolic resistance a microarray was designed based on all available *S. frugiperda* EST sequences and used to identify specific genes that are overexpressed in the resistant strains.

## Materials and Methods

### 1. Insect strains

The *S. frugiperda* strains used in this study were obtained from the Department of Entomology and Acarology, University of São Paulo (ESALQ/USP), Piracicaba, São Paulo, Brazil. The organophosphate (OP) and pyrethroid (PYR) resistant strains were selected from *S. frugiperda* populations collected in cornfields located in Minas Gerais and Mato Grosso States, Brazil, respectively, in 2008. Approximately 200 larvae were obtained from each location (with the permission of the land owner), after reports of control failures with the use of organophosphates or pyrethroid insecticides. The OP strain was maintained under selection (every other generation for 3 years) with chlorpyrifos (at increasing discriminating doses from 100 µg up to 400 µg of insecticide per g of insect in topical bioassays) and the PYR strain with lambda-cyhalothrin (from 8.4 µg up to 27 µg of insecticide per g of insect). The susceptible reference strain (SUS) has been maintained in the laboratory since 1998 without exposure to insecticides. All strains were maintained on artificial diet based on lima bean, wheat germ and yeast [15], at 25±1°C with a 16∶8 L∶D photoperiod as described previously [16].

### 2. Bioassays

Topical bioassays were used to characterize the dose-mortality response of the SUS and resistant (OP and PYR) *S. frugiperda* strains. The insecticides (chlorpyrifos 99.0% and lambda-cyhalothrin 87.4% technical grade) were dissolved in acetone and a 1 µL droplet of different concentrations was dispensed onto the thoracic notum of third instar larvae with an automatic micro-applicator (Burkard Manufacturing, Rickmansworth, England). Controls were treated with acetone alone. After treatment, larvae were transferred individually into a cell of a 24-well plate (Corning) and provided with approximately 1 g of artificial diet. Twenty four larvae per replicate were treated at each insecticide concentration and all tests were replicated four times. Mortality was assessed 24 h after treatment and the larvae were considered dead if they were unable to move in a coordinated manner when disturbed with a needle. Dose-mortality regression and the dose required to kill 50% (LD_50_) were estimated by Probit analysis (LeOra Software). Resistance ratios (RR) were estimated at the LD_50_ level as RR  =  LD_50_ of resistant strains/LD_50_ of the SUS strain.

### 3. Target site amplification

#### 3.1 Acetylcholinesterase

To identify putative alterations in the acetylcholinesterase *ace-1* gene sequence between susceptible and resistant *S. frugiperda* strains, primers were designed in conserved regions of lepidopteran *ace-1* sequences available in GenBank (shown in Table S1). These were then used to amplify approximately 1 kb of the *ace-1* coding region containing the majority of the mutation sites previously reported to confer resistance in a range of other insect species. To estimate mutation frequencies in each strain total RNA was extracted from 20 individuals of the OP and SUS strain using Trizol and following the manufacturer's instructions. Genomic DNA was removed by DNase I digestion using DNA-free DNase treatment and removal reagent (Ambion). The quality and quantity of RNA pools were assessed by spectrophotometry (Nanodrop Technologies) and by running an aliquot on a 1.2% agarose gel. 2 µg of RNA sample was then used for cDNA synthesis using Superscript III and random hexamers (Invitrogen) according to the manufacturer's instructions. A semi-nested PCR approach was employed using AceF2Lep and AceSfR1 primers in a primary P CR reaction (all primers are listed in Table S1) followed by a second round of PCR using a different reverse primer, AceSfR2. PCR reactions (20 µL) consisted of 10 µL of DreamTaq Green ™ 2X PCR Master Mix (Fermentas), 6 µL distilled water, 1 µL of each primer (10 mM) and 2 µL of cDNA. Temperature cycling conditions were 95°C for 1 min followed by 35 cycles of 95°C for 30 seconds, 55°C for 30 seconds and 72°C for 2 minutes, followed by a final extension of 72°C for 10 minutes. Amplified fragments were visualized on 1% agarose gels, purified using the Wizard® SV Gel kit and PCR Clean-Up System (Promega) and ‘direct sequenced’ using the same primers used in the last round of PCR. Sequences were analyzed using the program Vector NTI® (Invitrogen). A consensus sequence was used for amino acid sequence prediction and to perform alignments with other athropod species.

#### 3.2 Voltage gated sodium channel

To identify putative alterations in the VGSC gene sequence between susceptible and resistant *S. frugiperda* strains, degenerate primers were designed based on all the lepidopteran VGSC gene sequences available in GenBank (Table S1). These were used to amplify approximately 350 bp of the IIS4-IIS6 region of the VGSC encompassing the five major mutation sites associated with pyrethroid resistance in other arthropod species. RNA extraction and PCR amplification conditions were as above but used primers NaChF1Lep and NaChR1Lep in the primary PCR and NaChF1Lep and NaChR2Lep in the second round of PCR (primer sequences are shown in Table S1), using 58°C as the annealing temperature. Based on the sequences obtained specific primers were designed and used to genotype 20 individuals of the SUS strain and 14 individuals from the PYR strain using primers NaChF1Sf and NAChR1Sf in primary PCR and NaChF2Sf and NaChR1Sf in a second round of PCR. PCR products were analysed, purified and sequenced as described above.

### 4. Microarray procedures

A SurePrint HD (8×15 k) expression array was designed using the Agilent eArray platform. The base composition and the best probe methodologies were selected to design sense orientation 60-mer probes with a 3′ bias. The *S. frugiperda* EST database (SPODOBASE) was used as the reference transcriptome [17]. These sequences are derived from 8 cDNA libraries: Sf1F from fat body, Sf1H from hemocytes, Sf1M from midgut, Sf1P from pools of various tissues, Sf2H from immune challenged hemocytes, Sf2L from Sf21 cell lines, Sf2M from xenobiotic induced midguts and Sf9L from Sf9 cell lines. All assembled contigs and singlets were provided by the website maintainers. The BLAST2GO software v.2.3.1 (http://www.blast2go.org) was used to annotate the EST database, as described in [18]. 60-mer probes were designed for all 7,552 assembled contigs and 5,519 annotated singlets (BlastX), totaling 13,071 sequences. For contigs encoding detoxification enzymes (P450s, GSTs and CEs) three probes were designed. Additional probe groups for 15 control genes were also included. This microarray was used to compare gene expression in each resistant strain (OP and PYR) with the SUS strain. Total RNA was extracted from four pools of 5 second instar larvae, using the Isolate RNA Mini Kit (Bioline) according to the manufacturer's protocol. 200 ng of each total RNA was used to generate labelled cRNA, which was hybridized to arrays and washed as described in Agilent's Quick Amp Labelling Protocol (Version 6.5). The microarray experiment consisted of four biological replicates and incorporated a dye swap design whereby the Cy3 and Cy5 labels were swapped between resistant and susceptible strains. Microarrays were scanned with an Agilent G2505C US10020348 scanner, and fluorescent intensities of individual spots were obtained using the Agilent Feature Extraction software with default Agilent parameters. Data normalization, filtering, dye flipping and statistical analysis were performed using the GeneSpring GX 11 suite (Agilent). For statistical analysis, a t-test against zero using the Benjamini-Hochberg false discovery rate (FDR) method for multiple testing corrections was used to detect significantly differentially expressed genes. Genes meeting a p value cut-off of 0.01 and showing a transcription ratio >2-fold in either direction were considered to be differentially transcribed between the two strains. All microarray data were MIAME compliant and were submitted to the Gene Expression Omnibus (GEO) database under accession number GSE43295.

### 5. Quantitative RT-PCR

Quantitative RT-PCR was used to validate microarray data by examining the expression profile of ∼10 genes for each resistant vs. susceptible comparison. Primers were designed to amplify a fragment of 90–150 bp in size and are listed in table S1. Total RNA was prepared as described earlier and four micrograms was used for cDNA synthesis using Superscript III and random hexamers (Invitrogen) according to the manufacturer's instructions. PCR reactions (20 µL) contained 4 µL of cDNA (10 ng), 10 µL of SensiMix SYBR Kit (Bioline), and 0.25 mM of each primer. Samples were run on a Rotor-Gene 6000 (Corbett Research) using the temperature cycling conditions of: 10 minutes at 95°C followed by 40 cycles of 95°C for 15 s, 57°C for 15 s and 72°C for 20 s. A final melt-curve step was included post-PCR (ramping from 72°C–95°C by 1°C every 5 s) to confirm the absence of any non-specific amplification. The efficiency of PCR for each primer pair was assessed using a serial dilution of 100 ng to 0.01 ng of cDNA. Each qRT-PCR experiment consisted of three independent biological replicates with two technical replicates for each. Data were analysed according to the ΔΔCT method [19], using the geometric mean of two selected housekeeping genes (28S which encodes a ribosomal subunit, and *EF* which encodes elongation factor) for normalization according to the strategy described previously [20]. The standard deviation and 95% confidence limits of 2-ΔΔCt were determined from the triplicate samples. Significance between strains was assumed if the 95% confidence limits of the 2-ΔΔCt values did not overlap.

## Results

### 1. Bioassays

In topical bioassays the *S. frugiperda* OP and PYR strains showed approximately 18- and 28-fold resistance to chlorpyrifos and lambda-cyhalothrin respectively compared to the SUS strain (Table 1).

**Table 1:** Dose-mortality response of *S. frugiperda* strains to lambda-cyhalothrin and chlorpyrifos.

Insecticide	Strain	n^a^	Slope(±SE)	LD_50_ b(95% CI)	RR^c^(95% CI)
Chlorpyrifos	SUS	611	1.31(±0.10)	19.78(17.48–22.15)	-
	OP	588	2.81(±0.211)	357.03(263.77–486.99)	18.1(15.4–21.1)
Lambda-cyhalothrin	SUS	720	1.63(±0.108)	0.30(0.20–0.42)	-
	PYR	624	3.11(±0.215)	8.47(6.72–10.52)	28.2(23.2–34.4)

a number of larvae tested.

b µg of insecticide/g of insect.

c LD_50_ of resistant strains/LD_50_ of the SUS strain.

### 2. Acetylcholinesterase

Using primers based on lepidopteran *ace-1* sequences available in GenBank a 972 bp fragment of the *S. frugiperda ace-1* gene was RT-PCR amplified, cloned and sequenced (Genbank accession numbers KC435023 and KC435024). This fragment encodes 324 amino acids and encompasses the majority of mutation sites previously associated with organophosphate resistance in other arthropod species [12]. The obtained sequence shows highest similarity to the orthologous gene from other Lepidoptera such as *Helicoverpa armigera* and *Plutella xylostella* (Figure 1).

**Figure 1:**
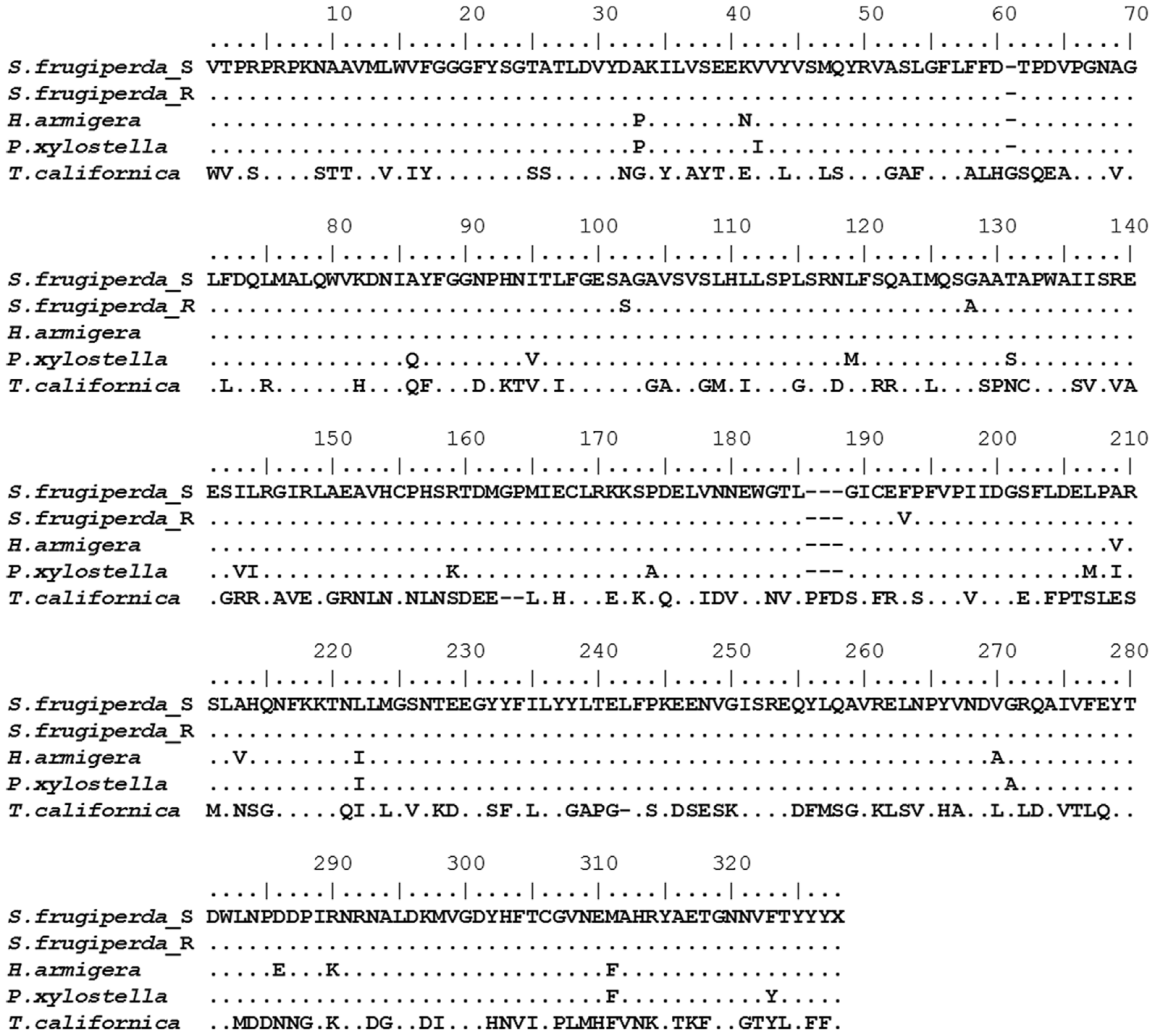
Alignment of the predicted amino acid sequence of the *ace-1* gene amplified from resistant (*S. frugiperda*_R) and susceptible (*S. frugiperda*_S) *S. frugiperda* strains with *ace-1* cDNA sequences from *H. armigera* (DQ064790.1), *P. xylostella* (AY773014.2) and *T. californica* (GI|64389). The positions of the mutations A201S, G227A, F290V are highlighted.

Three substitutions were found in the predicted amino acid sequence of the OP strain when compared to that of the SUS strain: A201S, G227A and F290V (numbering corresponding to *Torpedo californica* mature enzyme). To estimate the frequency of AChE mutations in the OP strain 20 individuals were genotyped by direct sequencing. The A201S allele was present at relatively low frequency (17.5%) while G227A and F290V were present at higher frequency (67.5% and 32.5% respectively). The G227A and F290V mutations were commonly observed in the same individual in the heterozygous state but were never found together in a single insect in the homozygous form. The A201S mutation was only found in a single insect in the homozygous form where it was observed with the G227A mutation (Table 2). No individuals of the SUS strain had any of these mutations.

**Table 2:** Genotype of *ace-1* mutations in the OP (organophosphate resistant) strain.

	Genotype		
Strain/Individual	AA201	AA227	AA290
SUS 1–20	Ala	Gly	Phe
OP 1	Ala/Ser	Gly/Ala	Val
OP 2	Ala	Gly/Ala	Phe/Val
OP 3	Ala/Ser	Ala	Phe
OP 4	Ala	Gly/Ala	Phe/Val
OP 5	Ala	Ala	Phe
OP 6	Ala/Ser	Ala	Phe
OP 7	Ala	Gly/Ala	Phe/Val
OP 8	Ala	Gly/Ala	Phe/Val
OP 9	Ala	Gly/Ala	Phe/Val
OP 10	Ala	Gly	Val
OP 11	Ser	Ala	Phe
OP 12	Ala	Gly/Ala	Phe/Val
OP 13	Ala	Ala	Phe
OP 14	Ala	Ala	Phe
OP 15	Ala	Ala	Phe
OP 16	Ala/Ser	Gly/Ala	Phe/Val
OP 17	Ala	Gly/Ala	Phe/Val
OP 18	Ala	Ala	Phe
OP 19	Ala/Ser	Ala	Phe
OP 20	Ala	Gly	Val

For reference the genotype of the SUS (susceptible reference) strain is included in the first row.

### 3. Voltage gated sodium channel

Using primers based on lepidopteran sequences available in GenBank a 330 bp fragment of the gene encoding the IIS4-IIS6 region of the *S. frugiperda para*-type VGSC was amplified by RT-PCR, cloned and sequenced (Genbank accession numbers KC435025 and KC435026). This fragment encodes 110 amino acids and encompasses the five major mutation sites previously reported to be implicated in conferring kdr-type resistance to pyrethroids across a range of different insects [11]. The predicted amino acid sequence of the obtained fragment shows high similarity to the orthologous gene in several other insects including *Plutella xylostella*, *Culex pipiens, Cydia pomonella*, and *Drosophila melanogaster* (Figure 2). Three substitutions were found in the predicted amino acid sequence of the PYR strain when compared to the SUS strain: T929I, L932F and L1014F. In contrast to what we found for the AChE mutations, the frequency of VGSC mutant alleles was very low in the PYR strain, with only one individual containing both T929I and L1014F substitutions and another single individual with the L932F substitution.

**Figure 2:**
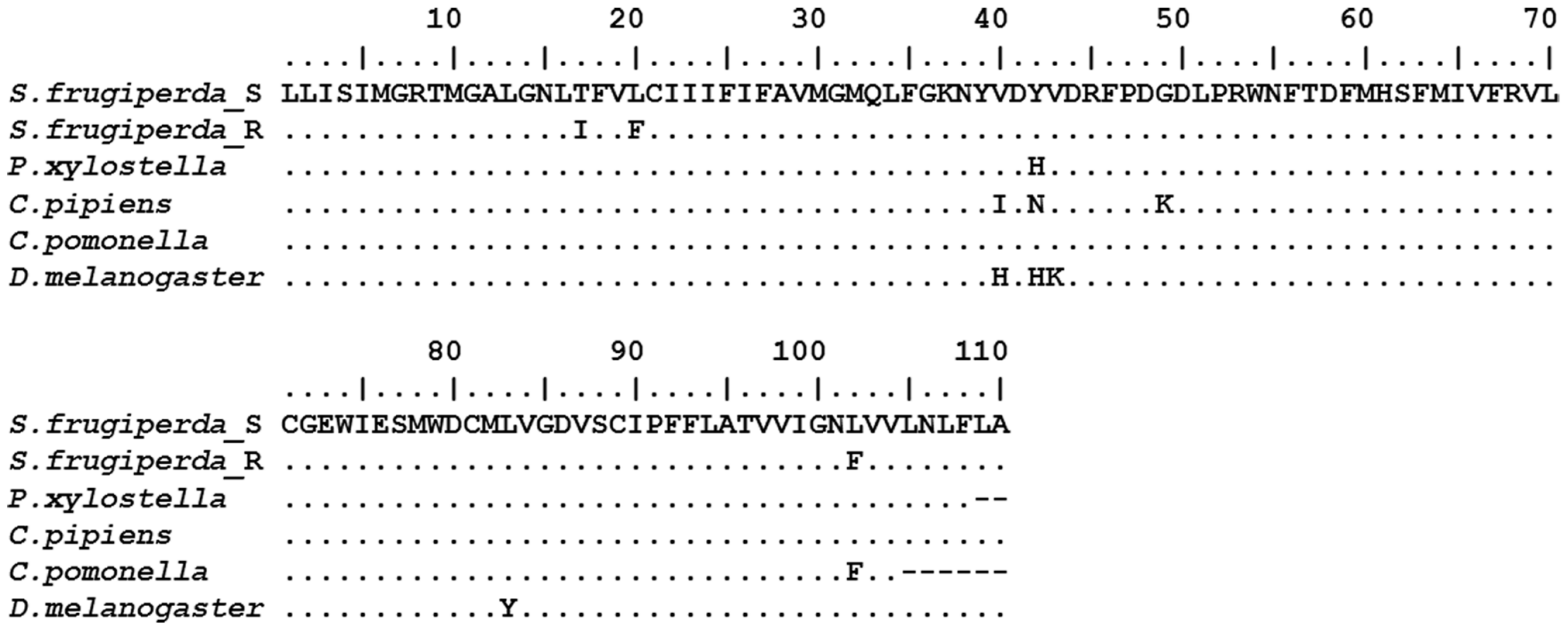
Alignment of the predicted amino acid sequence of a partial cDNA fragment encoding the voltage gated sodium channel amplified from resistant (*S. frugiperda*_R) and susceptible (*S. frugiperda*_S) *S. frugiperda* strains with other species such as *Drosophila melanogaster* (gi|1110475), *Plutella xylostella* (gi|2769535), *Culex pipiens* (gi|89213629) and *Cydia pomonella* (gi|53988535). The position of mutations T929I, L932F and L1014F found in *S. frugiperda* are highlighted.

### 4. Microarray analysis

#### 4.1 Chlorpyrifos resistant strain

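Gene expression in the OP and PYR strains was compared with that in the SUS strain on a custom 2-colour Agilent oligonucleotide array, in which Cy3 and Cy5 fluorescence at each spot measures the RNA of the strains that carry those dyes. For each of the 2 comparisons, 4 arrays each paired one pool of 5 larvae of the resistant strain with one pool of the SUS strain, and the resistant strain carried Cy5 on 2 arrays and Cy3 on the other 2. The paper gives 200 ng of total RNA per labelling reaction, whereas the sample labels give 2000 ng. All 8 arrays lay on 1 slide and were read in 1 scan, with the OP arrays in one row of the slide and the PYR arrays in the other, so the row and the comparison cannot be told apart. Apart from controls, each array held 15208 spots for 13808 probes. On the OP arrays, between 6989 and 11060 spots (median 8294) were well above background in the OP channel and between 5763 and 7401 (median 6451) in the SUS channel. On the PYR arrays, these ranges were 5406 to 9333 (median 7075) in the PYR channel and 5155 to 8107 (median 6369) in the SUS channel. The authors obtained the intensities with the Agilent Feature Extraction software, which subtracted the background, normalized the dyes within each array and gave the log10 ratio of Cy5 to Cy3. The deposited table of values holds the same ratios, and neither it nor the scanner output contains the authors' later GeneSpring normalization, filtering and dye flipping.

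Each ratio was converted here to log2 and turned to the resistant strain over SUS, spots marked as non-uniform or population outliers were left out, and the spots of one probe were averaged. A probe was tested when it had a value on at least 3 of the 4 arrays and was well above background in the same strain on at least 3 of them. Its mean log2 ratio was tested against 0 with limma, and a probe was called at a Benjamini-Hochberg adjusted p under 0.01 and a change of more than 2-fold. Where one strain was not well above background on any of the 4 arrays, only a lower bound on the fold was taken: the brighter strain's mean over the mean, in the dimmer strain, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. These means are of log2 signals normalized within and between arrays. The number of arrays limits the precision of every value.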

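In the OP comparison 6958 probes were tested and 204 were called (limma, Benjamini-Hochberg adjustment, smallest adjusted p = 0.00104). All 204 had the same sign on every array that gave a value. The methods' t-test on the same values called 425 probes at an unadjusted p under 0.01 and more than 2-fold. After Benjamini-Hochberg adjustment it called 0 (smallest adjusted p = 0.0430), although 1486 probes had an unadjusted p under 0.05. Without the filter on dim probes, limma called 0 of 13665 probes (smallest adjusted p = 0.0146), with 2203 at an unadjusted p under 0.05. The count also moved with single arrays: without replicate 1, 2, 3 or 4 in turn, limma called 23, 2, 166 and 6 probes.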

Microarray analysis identified 497 probes as significantly differentially transcribed (more than 2-fold over or under expressed, p<0.01) between the OP strain and the susceptible SUS strain (Table S2). 315 probes had elevated expression in the OP strain and of these, 120 had been previously annotated using the program Blast2Go. 

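Of the probes called in the OP comparison, 125 had elevated expression in the OP strain and 79 had reduced expression, so 61.3% were higher. For 64 of the 125, the SUS strain was not well above background on any array. The other 61 had mean log2 ratios between 2.43 and 6.98. The OP strain was not well above background on any array for 18 of the 79 lower probes, and the remaining 61 had log2 ratios between -7.61 and -2.33. Among the called probes with values on all 4 arrays, the largest increase by fitted ratio was that of CUST_7605, a hemolymph protein and the first entry of Table 3, with a log2 ratio of 6.98 ± 1.61 (SD, n = 4 arrays). The SUS strain was well above background on 1 of the 4 arrays for this probe (limma, adjusted p = 0.00192). CUST_7028 followed with 5.91 ± 2.17 (SD, n = 4), again with SUS well above background on 1 array, and then CUST_210, which was at least 28.7-fold higher (limma, adjusted p = 0.00670). Among the lower probes with values on all 4 arrays, CUST_9324, described as a diapausin precursor, was at least 234-fold lower and CUST_870 at least 113-fold lower. Next among these was CUST_1524 with a log2 ratio of -7.34 ± 1.20 (SD, n = 4), while CUST_3431, at -7.61, had values on 3 arrays. Each of these 6 probes had the same sign on all 4 arrays.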

The top 40 annotated over expressed probes/ESTs are shown in Table 3 and several of these may be considered potential candidates for causing insecticide resistance. These included probes corresponding to ESTs encoding GSTs (10), P450s (10) and CEs (2), enzymes that have been implicated in insecticide resistance in many arthropod species [13]. 

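Of the 40 probes in Table 3, 38 were tested. The other 2 had values on fewer than 3 arrays. All 38 were higher in the OP strain on every array that gave a value, with adjusted p from 0.00192 to 0.0120 (limma). At the threshold 36 were called, and all 38 passed when adjusted over the list alone. The list was chosen on these same arrays, so that last count is not independent evidence. For 17 of the 40 probes the SUS strain was not well above background on any array, and their lower bounds ran from 3.28-fold to 20.0-fold. For the other 23 the SUS strain was well above background on at least 1 array, and for 10 of these it was so on every array. The log2 ratios of the 23 lay between 2.96 and 6.98. Where SUS was at background on some arrays, the ratio depends partly on the background level, as for CUST_7605 at 6.98. The median over the 38 was 3.36 with the bounds in place of the fitted ratios, and 3.55 without. With spots marked as outliers kept, the mean ratios of these arrays came within 1% of the paper's listed fold for all 40 probes.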

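The array's own names group its detoxification probes into 312 for GSTs, 294 for P450s and 135 for CEs, by a rule on those names chosen after they were seen. In the OP comparison 208, 92 and 40 of these were tested. Among GSTs 17 probes were higher and 3 lower, among P450s 4 were higher and 0 lower, and among CEs 2 were higher and 0 lower (limma). At an unadjusted p under 0.05, 67 GST probes were higher and 24 lower, 48 P450 probes were higher and 8 lower, and 5 CE probes were higher and 3 lower. Among all other tested probes, 102 of 6617 were higher and 76 lower. As a set, the 310 detoxification probes with values on all 4 arrays had a median log2 ratio 0.69 above that of the other 5991 probes. The two-sided camera test with its preset correlation of 0.01 gave p = 4.6e-05 for this set and fry gave p = 0.0270, but camera with an estimated correlation gave p = 0.213. With normexp and loess on the median signal, at an offset of 50 that shrinks ratios of dim signals, the difference was 0.17. By array and without that step, it was 0.72, 0.81, 0.03 and 0.97 for replicates 1 to 4. In the copy of Table S2 read here, 23 GST probes are listed as higher, of which 22 were tested and 15 were called. The paper proposes several of the listed probes as potential candidates for causing resistance and names among them these families, which it describes as implicated in resistance in many arthropod species.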

Two sequences encoding CEs were identified as over-expressed in the OP strain. 

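The CE probes that Table S2 lists as higher in the OP strain are CUST_67, for Sf1P09555, and CUST_14, for Sf2M00974, described as a carboxyl choline esterase. CUST_14 was higher in the OP strain on the 2 arrays whose spots were not marked as outliers and was not tested, because it had too few values. The SUS strain was not well above background on any array for this probe, which was at least 3.28-fold higher in the OP strain. With the marked spots kept, it was called (limma, adjusted p = 0.00752).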

The level of expression of these sequences was very high, particularly for the EST (Sf1P09555-5-1) with high sequence similarity to E4 carboxylesterase (21-fold), an enzyme that has been shown previously to confer organophosphate resistance. In addition, several other ESTs were found with high levels of expression that encode enzymes that may be capable of metabolizing xenobiotics including short chain dehydrogenases (Sf1M06421-3-1), aldehyde dehydroxygenases (Sf1F06267-5-1) and glucosyl-glucuronosyl transferases (Sf2M05474-5-1).

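Sf1P09555 is represented in the tables by the probe CUST_67, which was at least 12.2-fold higher in the OP strain than in the SUS strain (limma, adjusted p = 0.00218). It was well above background in the OP strain on all 4 arrays and in the SUS strain on 0 of them, and it was higher in the OP strain on 4 of 4 arrays. In 14 of 21 alternative settings the probe was still called, and in the other 7 it kept its direction without passing the threshold. In the PYR strain it was at least 6.47-fold higher than in SUS, on 4 of 4 arrays, with an adjusted p of 0.0167 (limma) that did not pass the threshold. The OP and PYR ratios were not shown to differ (limma, adjusted p = 0.856). By quantitative PCR, however, the paper reports this EST as overexpressed in OP and not significantly different between SUS and PYR.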

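The short chain dehydrogenase probe CUST_11972 (Sf1M06421) had a log2 ratio of 3.33 ± 0.92 (SD, n = 4) in the OP comparison and was well above background in both strains on all 4 arrays (limma, adjusted p = 0.00670). In the PYR comparison its ratio was 2.74 ± 2.25 (SD, n = 4) and was not called (limma, adjusted p = 0.0839). The aldehyde dehydroxygenase probe CUST_8014 (Sf1F06267) had a log2 ratio of 3.31 ± 0.67 (SD, n = 4) with the SUS strain well above background on 2 of 4 arrays (limma, adjusted p = 0.00546). For the glucosyl glucuronosyl transferase probe CUST_9791 (Sf2M05474), the SUS strain was not well above background on any array, and expression in the OP strain was at least 12.1-fold higher (limma, adjusted p = 0.00415). All 3 probes were higher in the OP strain on 4 of 4 arrays. Set against the PYR ratio, the OP ratio was larger by 2.33 for CUST_8014 (limma, adjusted p = 0.0486) and the adjusted p of that difference was 0.0333 for CUST_9791 (limma). These fits did not pair the arrays. With the replicate number as a random block the adjusted p were 0.00774 and 0.00420 (limma), under the threshold of 0.01, and with paired differences they were 0.0412 and 0.0246 (limma), over it. The mean PYR ratio of CUST_8014 was 0.98 ± 0.26 (SD, n = 4). For CUST_9791 the bound in the PYR comparison was 1.22-fold, but its log2 ratios ran from 0 to 1.95. It was higher in the PYR strain on 3 of 4 arrays, and no increase was shown (limma, adjusted p = 0.249).

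**Figure D1:**
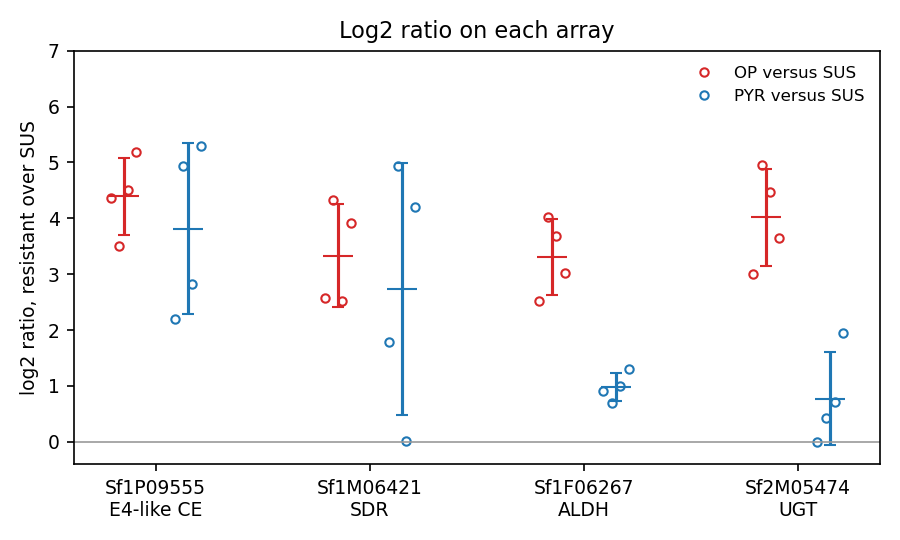
Log2 ratio of the resistant strain over SUS (vertical axis) on each array for 4 probes, with 1 open circle per array, the mean as a horizontal line and the SD as bars, for OP versus SUS in red and PYR versus SUS in blue. For Sf1P09555 and Sf2M05474 the SUS strain was not well above background, so their ratios depend on the background level; the OP ratios of Sf1F06267 (2.51 to 4.02) all lie above its PYR ratios (0.69 to 1.31).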

**Table 3:** The top 40 annotated probes/ESTs over expressed by microarray in the *S. frugiperda* OP strain.

ProbeName	p-value	Fold change	PrimaryAccession	Description (blastx)
CUST_7605_PI426916786	0,0032	125,87	Sf1F00413-3-1	kda hemolymph protein
CUST_8476_PI426916786	0,0084	37,00	Sf1H01750-3-1	c1a cysteine protease precursor
CUST_315_PI426916783	0,0084	26,65	Sf2M01967-5-1-Contig1	microsomal glutathione s-transferase 1
CUST_440_PI426916783	0,0054	21,09	Sf1M01746-3-1	glutathione s-transferase sigma
CUST_67_PI426916783	0,0010	21,05	Sf1P09555-5-1-Contig1	esterase fe4
CUST_197_PI426916783	0,0063	17,31	Sf1P01950-5-1-Contig3	pyruvate dehydrogenase
CUST_8635_PI426916786	0,0099	16,78	Sf1H07691-3-1	cecropin b
CUST_9791_PI426916786	0,0026	16,20	Sf2M05474-5-1	glucosyl glucuronosyl transferases
CUST_7591_PI426916786	0,0009	16,10	Sf2H04339-5-1	26s protease regulatory subunit 7
CUST_11088_PI426916786	0,0045	15,71	Sf1F00509-5-1	p27k_galme ame: full = 27 kda hemolymph protein
CUST_8033_PI426916786	0,0045	15,18	Sf2M07369-3-1	alkaline nuclease
CUST_184_PI426916783	0,0095	15,12	Sf1M10453-3-1-Contig1	glutathione s-transferase
CUST_11087_PI426916786	0,0021	14,89	Sf1F10140-5-1	p27k_galme ame: full = 27 kda hemolymph protein
CUST_508_PI426916783	0,0089	14,75	Sf1P04772-5-1-Contig1	cytochrome p450
CUST_499_PI426916783	0,0048	14,21	Sf1P14935-5-1-Contig1	cytochrome p450
CUST_195_PI426916783	0,0063	14,18	Sf1P01950-5-1-Contig2	pyruvate dehydrogenase
CUST_227_PI426916783	0,0060	13,62	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_190_PI426916783	0,0071	12,36	Sf1P01950-5-1-Contig1	glutathione s-transferase
CUST_10422_PI426916786	0,0097	12,29	Sf2M14080-3-1	juvenile hormone epoxide hydrolase
CUST_226_PI426916783	0,0019	11,79	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_209_PI426916783	0,0036	11,50	Sf2M00801-5-1-Contig1	glutathione s-transferase
CUST_11493_PI426916786	0,0014	11,13	Sf1P15441-5-1	protein transport protein sec23
CUST_194_PI426916783	0,0049	11,05	Sf1P01950-5-1-Contig2	pyruvate dehydrogenase
CUST_10201_PI426916786	0,0034	10,39	Sf1P09780-5-1	imp dehydrogenase gmp reductase
CUST_11972_PI426916786	0,0054	10,08	Sf1M06421-3-1	short-chain dehydrogenase
CUST_8014_PI426916786	0,0022	9,91	Sf1F06267-5-1	aldehyde dehydroxygenase
CUST_335_PI426916783	0,0061	9,42	Sf1F10827-3-1	glutathione s-transferase
CUST_11192_PI426916786	0,0001	9,25	SF9L00826	phd finger-like domain-containing protein 5a
CUST_8435_PI426916786	0,0009	9,18	Sf1P20209-5-1	bis(5 -nucleosyl)-tetraphosphatase
CUST_198_PI426916783	0,0084	8,93	Sf1P01950-5-1-Contig3	pyruvate dehydrogenase
CUST_677_PI426916783	0,0011	8,65	Sf2M09131-5-1	cytochrome p450
CUST_14_PI426916783	0,0049	8,59	Sf2M00974-5-1-Contig1	carboxyl choline esterase cce016a
CUST_9640_PI426916786	0,0024	8,28	Sf1F07895-3-1	fatty acid binding protein
CUST_176_PI426916783	0,0017	7,97	Sf1F00968-3-1-Contig4	glutathione s-transferase
CUST_10462_PI426916786	0,0033	7,91	Sf1F01201-3-1	l-xylulose reductase
CUST_228_PI426916783	0,0080	7,81	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_191_PI426916783	0,0071	7,76	Sf1P01950-5-1-Contig1	pyruvate dehydrogenase
CUST_11211_PI426916786	0,0001	7,51	Sf2H08686-3-1	phosphatidylinositol-glycan biosynthesis class f pro
CUST_8265_PI426916786	0,0094	7,44	Sf1P14042-5-1	n -(beta-n-acetylglucosaminyl)-l-asparaginase
CUST_10187_PI426916786	0,0028	7,02	SF9L03509	immediate early response 3-interacting protein 1

#### 4.2 Lambda-cyhalothrin resistant strain

Microarray analysis identified 535 probes as significantly differentially transcribed (more than 2-fold over-/under-expressed, p<0.01) between the PYR-selected strain and the susceptible standard SUS (Table S3). 

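In the PYR comparison 6065 probes were tested and 125 were called (limma, smallest adjusted p = 0.00280), all with the same sign on every array that gave a value. At an unadjusted p under 0.01 and more than 2-fold, the methods' t-test on the same values called 458 probes. It called 0 after Benjamini-Hochberg adjustment (smallest adjusted p = 0.0606), with 1489 probes at an unadjusted p under 0.05. Without adjustment, limma called 908. With a probe-specific dye effect as a term of the fit, limma called 563 probes. Without replicate 2 it called 18, and without replicate 1, 3 or 4 it called 0 (smallest adjusted p 0.0239, 0.0391 and 0.0397), with 1460, 1372 and 1806 probes at an unadjusted p under 0.05.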

238 probes had elevated expression in the PYR strain and of these 92 had been previously annotated (BlastX). 

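Expression in the PYR strain was elevated for 48 of the called probes and reduced for 77, so 38.4% were higher. The SUS strain was not well above background on any array for 18 of the 48, and the other 30 had log2 ratios between 2.54 and 5.58. The PYR strain was not well above background on any array for 15 of the 77, and the other 62 had log2 ratios between -8.73 and -2.79. By fitted ratio the largest increases were those of CUST_4095, with a log2 ratio of 5.58 ± 1.51 (SD, n = 4) and SUS well above background on 1 of 4 arrays, CUST_1408, with 5.51 ± 0.86 (SD, n = 4) and SUS well above background on 3 arrays, and CUST_963, which was at least 24.6-fold higher. The largest decreases were those of CUST_1524, with -8.73 ± 1.93 (SD, n = 4), and of CUST_9324 and CUST_6935, which were at least 129-fold and 85.8-fold lower. The PYR strain was well above background on 2 of the 4 arrays for CUST_1524. All 6 probes had the same sign on 4 of 4 arrays.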

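Of the 40 probes in Table 4, 38 were tested in the PYR comparison. Of the other 2, 1 had values on fewer than 3 arrays. All 38 were higher in the PYR strain on every array that gave a value, with adjusted p from 0.00421 to 0.0187 (limma). At the threshold 25 were called, and 38 passed when adjusted over the list alone, on the arrays from which the list was drawn. The first probe listed, CUST_10566, described as a lysozyme, was at least 11.0-fold higher, with SUS not well above background on any array (limma, adjusted p = 0.00421). This was the case for 15 of the 40 probes, whose lower bounds ran from 2.62-fold to 12.2-fold. For the other 25 the SUS strain was well above background on at least 1 array, and for 7 of these it was so on every array. The log2 ratios of the 25 lay between 2.50 and 4.58. Where SUS was at background on some arrays, the ratio depends partly on the background level. The median over the 38 was 3.12 with bounds in place of fitted ratios. All 40 listed folds lay within 1% of the means of these arrays when spots marked as outliers were kept.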

The top 40 annotated over expressed probes/ESTs are shown in Table 4. For genes encoding enzymes involved in metabolic detoxification, GST genes were by far the most abundant overexpressed gene family with 27 probes representing 10 ESTs. By contrast, only single ESTs encoding a P450 (Sf2H09360-3-1) and a carboxylesterase (Sf1P26308-5-1) were found to be overexpressed. 

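Among the 183 GST probes tested in the PYR comparison, 15 were called higher and 12 lower (limma). The copy of Table S3 at hand lists 27 GST probes as higher, of which 26 were tested and 10 were called; with the adjusted p threshold at 0.05, 23 were called. No shift of the detoxification probes as a set was called: over the 236 with values on all 4 arrays, the median log2 ratio was lower than that of the other 5348 probes by a difference of -0.11 (two-sided camera p = 0.795, and all 8 patterns of array signs, counted exactly, gave one as small). Fry gave the opposite direction, also without a small p, and 15 of them were called higher and 15 lower. That difference changed sign, to 0.00807, with normexp and loess on the median signal. For Sf1F00968, the probe with the largest fold in Table 4, CUST_170, had a log2 ratio of 3.88 ± 0.30 (SD, n = 4) with SUS well above background on 2 of 4 arrays (limma, adjusted p = 0.00421). It was higher on 4 of 4 arrays, and of the EST's other 11 tested probes, with ratios of 1.80 to 3.87, 2 were called. The GST-like EST Sf1F03423 (CUST_286) had a ratio of 2.23 ± 0.58 (SD, n = 4), higher on 4 of 4 arrays, and was not called (limma, adjusted p = 0.0168). In the OP comparison its ratio was 0.60 ± 1.38 (SD, n = 4), and the difference between the comparisons was not significant (limma, adjusted p = 0.447).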

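The P450 probe CUST_664 (Sf2H09360) had a log2 ratio of 2.27 ± 0.72 (SD, n = 4) and was higher in the PYR strain on 4 of 4 arrays, with the SUS strain well above background on 1 of them. It did not pass the threshold (limma, adjusted p = 0.0202). The CE probe CUST_83 (Sf1P26308) was well above background in the PYR strain on 2 arrays and in the SUS strain on 0, so it was not tested. It was higher in the PYR strain on 4 of 4 arrays, at least 1.47-fold. Over all PYR probes tested, 0 of 48 for P450s and 0 of 27 for CEs were called higher by limma, and 3 and 0 were called lower. At an unadjusted p under 0.05, 15 P450 probes were higher and 16 lower, and 2 CE probes were higher and 15 lower. With the dye term, CUST_664 was called.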

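The UDP-glucosyltransferase probe CUST_12816 (Sf2M12870) was at least 5.23-fold higher in the PYR strain (limma, adjusted p = 0.00668), with the SUS strain not well above background on any array. For CUST_12703 (Sf2H08497), also described as a UDP-glucosyltransferase, the log2 ratio was 3.37 ± 0.81 (SD, n = 4) with SUS well above background on 2 of 4 arrays (limma, adjusted p = 0.00794). The carbonyl reductase probe CUST_8528 (Sf1P07238) was at least 4.29-fold higher, and SUS was not well above background on any array (limma, adjusted p = 0.00835). Expression of these 3 probes was higher in the PYR strain on 4 of 4 arrays. In the OP comparison CUST_12703 and CUST_8528 were not called (limma, adjusted p = 0.0542 and 0.451), and CUST_12816 was not tested, because the OP strain was well above background on only 2 arrays. None of the 3 was shown to differ between the comparisons (limma, adjusted p = 0.587, 0.691 and 0.741).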

Other ESTs overexpressed in the PYR strain associated with xenobiotic metabolism included two UDP-glucosyltransferases (Sf2M12870-3-1 and Sf2H08497-3-1) and a carbonyl reductase (Sf1P07238-5-1). When overexpressed EST lists are compared between the OP and PYR strains only six probes are overexpressed in both resistant strains (representing five ESTs, encoding a hymolymph protein (Sf1F00509-5-1), a pyruvate dehydrogenase (Sf1P01950-5) and three GSTs (Sf2L01018-5-1, Sf1F10827-3-1 and Sf1F00968-3-1).

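Of 5739 probes tested in both comparisons, 15 were called higher in both resistant strains and 20 lower in both (limma), and 0 were called in opposite directions. Of the 15 shared higher probes, 9 belong to the detoxification probes of the array. By the EST names of the paper's tables, 5 of the 15 were for Sf1P01950 and 2 for Sf2L01018. Sf1F10827, Sf2M00801 and SF9L03509 had 1 each, and the remaining 5 are in none of the tables. The tables describe the 5 Sf1P01950 probes as pyruvate dehydrogenase. Table 3, however, describes CUST_190 of this EST as a GST, the array names CUST_197 as a GST, and the paper's PCR text counts the EST among GSTs. Besides CUST_197, 6 of the EST's 8 other tested probes were called in OP and 5 of 7 in PYR. Counts of probes are therefore not counts of ESTs. CUST_11088, for the hemolymph protein Sf1F00509, was called in the OP strain (log2 ratio 3.97 ± 1.03, SD, n = 4; limma, adjusted p = 0.00546) but not in the PYR strain (3.27 ± 0.93, SD, n = 4; limma, adjusted p = 0.0109). CUST_197, of Sf1P01950, had log2 ratios of 4.11 ± 1.20 in OP and 4.58 ± 1.20 in PYR (SD, n = 4; limma, adjusted p = 0.00577 and 0.00656), with SUS well above background on 1 and 2 arrays. For Sf2L01018, CUST_227 had a ratio of 3.77 ± 1.08 in OP and CUST_226 had 4.08 ± 0.37 in PYR (SD, n = 4). For Sf1F10827, CUST_335 had 3.24 ± 0.94 in OP and CUST_336 had 3.62 ± 0.68 in PYR (SD, n = 4). CUST_209, of Sf2M00801, was at least 9.27-fold higher in OP and at least 7.77-fold higher in PYR. All of these were higher on 4 of 4 arrays. CUST_176, for Sf1F00968, had ratios of 3.00 ± 0.56 and 3.06 ± 1.01 (SD, n = 4), and only the first was called (limma, adjusted p = 0.00599 and 0.0136). In PYR another probe of this EST, CUST_170, was called, while in OP 0 of its 12 tested probes other than CUST_176 were. The paper's Tables 3 and 4 have 16 probes in common, 10 of which were called in both comparisons. The numbering of the SUS pools is the same in both comparisons, so chance values can be shared. Across 4755 probes with values on every array, which are not independent replicates, the correlation of the mean ratios was 0.688. In 100 simulations of unchanged strains against shared SUS pools it was at most 0.538, but these drew each probe independently. With the ratios of 2 of the 4 replicates reversed in both comparisons, in the 3 possible ways, it was 0.132, 0.550 and 0.589. Without any one replicate, limma called 0 probes higher in both.

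**Figure D2:**
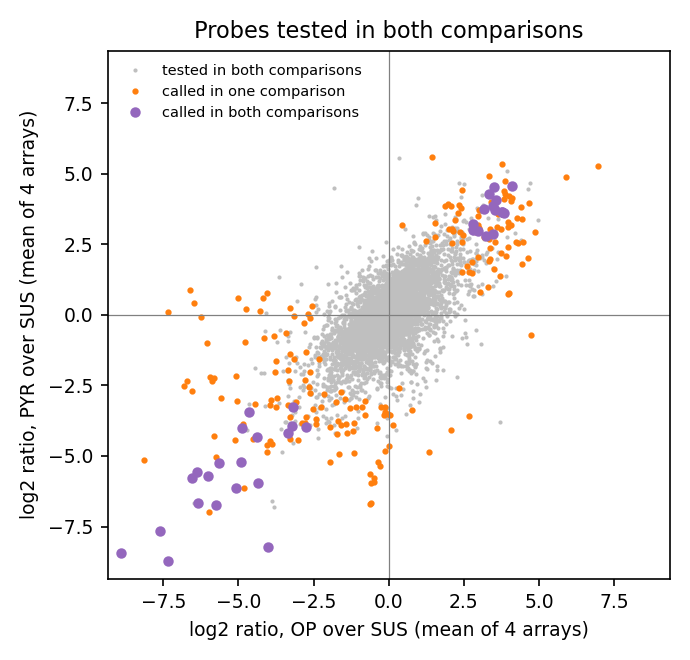
Mean log2 ratio of OP over SUS (horizontal axis) against that of PYR over SUS (vertical axis) for the 5739 probes tested in both comparisons, with 1 point per probe. Orange points were called in one comparison and purple points in both; the 15 shared higher probes lie in the upper right and the 20 shared lower probes in the lower left.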

**Table 4:** The top 40 annotated probes/ESTs over expressed by microarray in the *S. frugiperda* PYR strain.

ProbeName	p-value	Fold change	PrimaryAccession	Blast2go description (tblastx)
CUST_10566_PI426916786	0,0009	26,08	Sf1F01577-3-1	lysozyme
CUST_197_PI426916783	0,0046	23,87	Sf1P01950-5-1-Contig3	pyruvate dehydrogenase
CUST_10570_PI426916786	0,0014	18,18	Sf1F01577-3-1	lysozyme
CUST_9158_PI426916786	0,0017	17,35	Sf1F07575-3-1	cytochrome oxidase subunit i
CUST_226_PI426916783	0,0002	16,88	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_170_PI426916783	0,0001	14,68	Sf1F00968-3-1-Contig2	glutathione s-transferase
CUST_167_PI426916783	0,0013	14,60	Sf1F00968-3-1-Contig1	glutathione s-transferase
CUST_194_PI426916783	0,0003	14,52	Sf1P01950-5-1-Contig2	pyruvate dehydrogenase
CUST_169_PI426916783	0,0008	14,40	Sf1F00968-3-1-Contig2	glutathione s-transferase
CUST_198_PI426916783	0,0004	13,57	Sf1P01950-5-1-Contig3	pyruvate dehydrogenase
CUST_10557_PI426916786	0,0019	13,51	Sf1H02510-3-1	lysozyme
CUST_209_PI426916783	0,0020	13,06	Sf2M00801-5-1-Contig1	glutathione s-transferase
CUST_227_PI426916783	0,0001	12,62	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_336_PI426916783	0,0017	12,25	Sf1F10827-3-1	glutathione s-transferase
CUST_195_PI426916783	0,0004	12,22	Sf1P01950-5-1-Contig2	pyruvate dehydrogenase
CUST_12816_PI426916786	0,0028	12,16	Sf2M12870-3-1	uridine diphosphate glucosyltransferase
CUST_228_PI426916783	0,0009	11,29	Sf2L01018-5-1-Contig1	glutathione s-transferase
CUST_190_PI426916783	0,0013	11,20	Sf1P01950-5-1-Contig1	pyruvate dehydrogenase
CUST_9656_PI426916786	0,0083	10,42	Sf1P26318-5-1	ferric-chelate reductase 1homolog isoform 1
CUST_12703_PI426916786	0,0035	10,33	Sf2H08497-3-1	udp-glucosyltransferase
CUST_192_PI426916783	0,0059	10,16	Sf1P01950-5-1-Contig1	pyruvate dehydrogenase
CUST_11088_PI426916786	0,0058	9,67	Sf1F00509-5-1	p27k_galme ame: full = 27 kda hemolymph pro
CUST_10187_PI426916786	0,0012	9,18	SF9L03509	immediate early response 3-interacting protei
CUST_8948_PI426916786	0,0006	9,04	Sf2L01305-5-1	copia-like retrotransposable element
CUST_176_PI426916783	0,0089	8,33	Sf1F00968-3-1-Contig4	glutathione s-transferase
CUST_196_PI426916783	0,0004	8,21	Sf1P01950-5-1-Contig3	pyruvate dehydrogenase
CUST_11701_PI426916786	0,0002	7,90	Sf1F01613-3-1	ribosomal protein s11 isoform 1
CUST_191_PI426916783	0,0001	7,76	Sf1P01950-5-1-Contig1	pyruvate dehydrogenase
CUST_11211_PI426916786	0,0053	7,60	Sf2H08686-3-1	phosphatidylinositol-glycan biosynthesis class f
CUST_175_PI426916783	0,0054	7,38	Sf1F00968-3-1-Contig4	glutathione s-transferase
CUST_8765_PI426916786	0,0007	7,17	Sf1P12294-5-1	checkpoint protein
CUST_335_PI426916783	0,0001	6,88	Sf1F10827-3-1	glutathione s-transferase
CUST_11096_PI426916786	0,0064	6,72	Sf2H09127-3-1	palmitoyltransferase zdhhc2
CUST_11456_PI426916786	0,0090	6,43	Sf1P21758-5-1	protein ltv1 homolog
CUST_10563_PI426916786	0,0057	6,26	Sf1F02768-3-1	Lysozyme
CUST_8528_PI426916786	0,0005	6,07	Sf1P07238-5-1	carbonyl reductase
CUST_10266_PI426916786	0,0040	5,73	Sf1P19974-5-1	intraflagellar transport protein 140 homolog
CUST_8265_PI426916786	0,0094	5,66	Sf1P14042-5-1	n -(beta-n-acetylglucosaminyl)-l-asparaginase
CUST_11881_PI426916786	0,0042	5,58	Sf1M05505-5-1	serine protease 31
CUST_9307_PI426916786	0,0070	5,53	Sf1P23771-5-1	delta –desaturase

### 5. qRT-PCR

Real-time quantitative PCR (qPCR) was used to validate the microarray results and identify genes most likely to be involved in resistance by examining the expression profile of ∼10 selected genes for each array comparison (see Figures 3 and 4). For the SUS vs OP comparison a significant difference in gene expression between the two strains was confirmed for five out of ten ESTs (Figure 3). For the SUS vs PYR comparison a significant difference in gene expression between the two strains was confirmed for three out of nine ESTs with the expression of a further EST (contig 9555), agreeing with array data as not showing significant differences in expression between the two strains (Figure 4). Discrepancies in the data obtained from array experiments using the Agilent array platform and qPCR have been reported previously and our results again highlight the importance of qPCR validation of array data. As shown in figure 3 the two most overexpressed genes in qPCR analysis for the OP strain are EST 9555 encoding a carboxylesterase E4-like protein (overexpressed ∼11-fold) and EST 1950 encoding a pyruvate dehydrogenase, overexpressed ∼13-fold). The three ESTs significantly overexpressed in the PYR strain (1950, 3424 and 0801) are all GSTs (figure 4).

**Figure 3:**
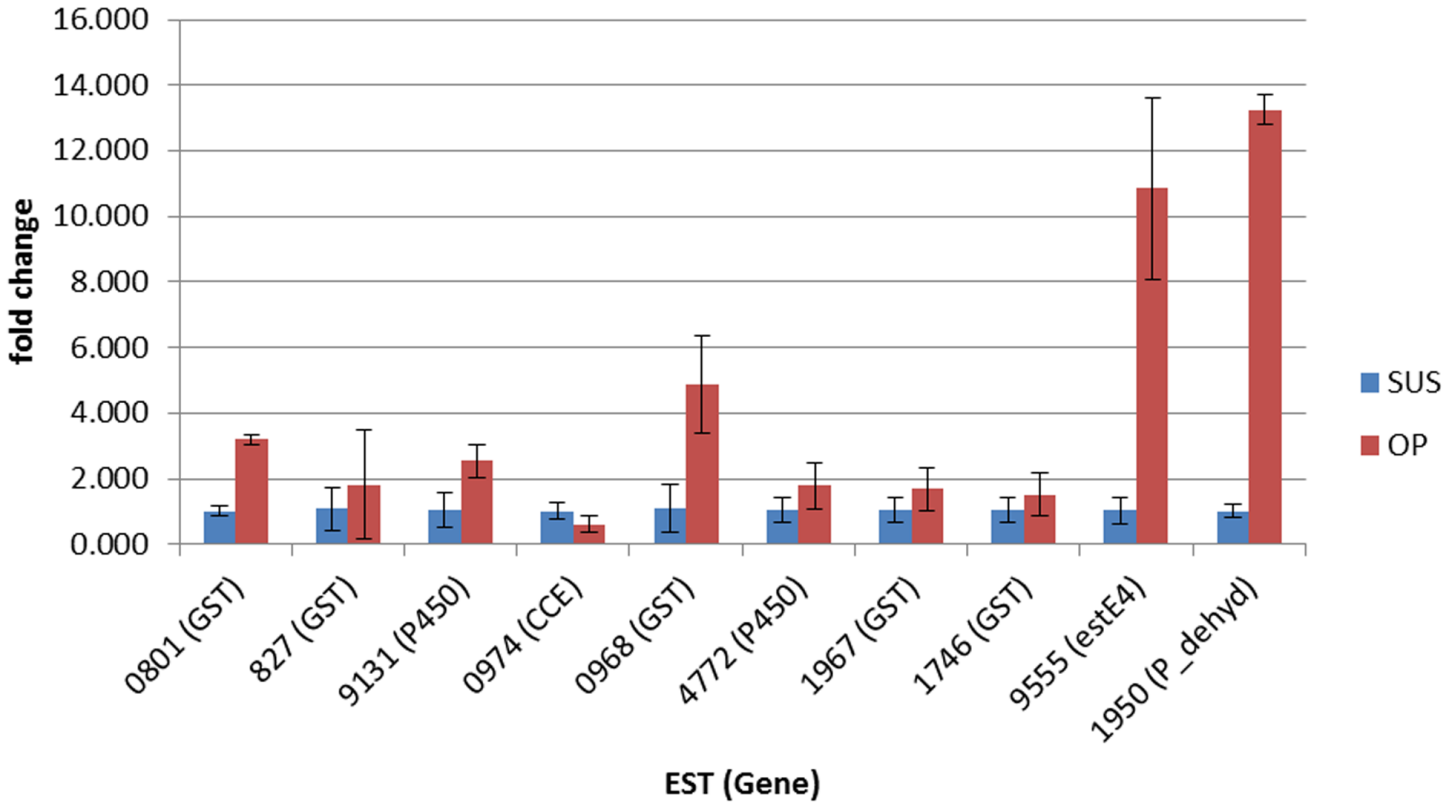
Fold change in expression of selected ESTs between the SUS (blue columns) and OP strain (red columns) in qPCR analysis. Error bars display 95% confidence intervals.

**Figure 4:**
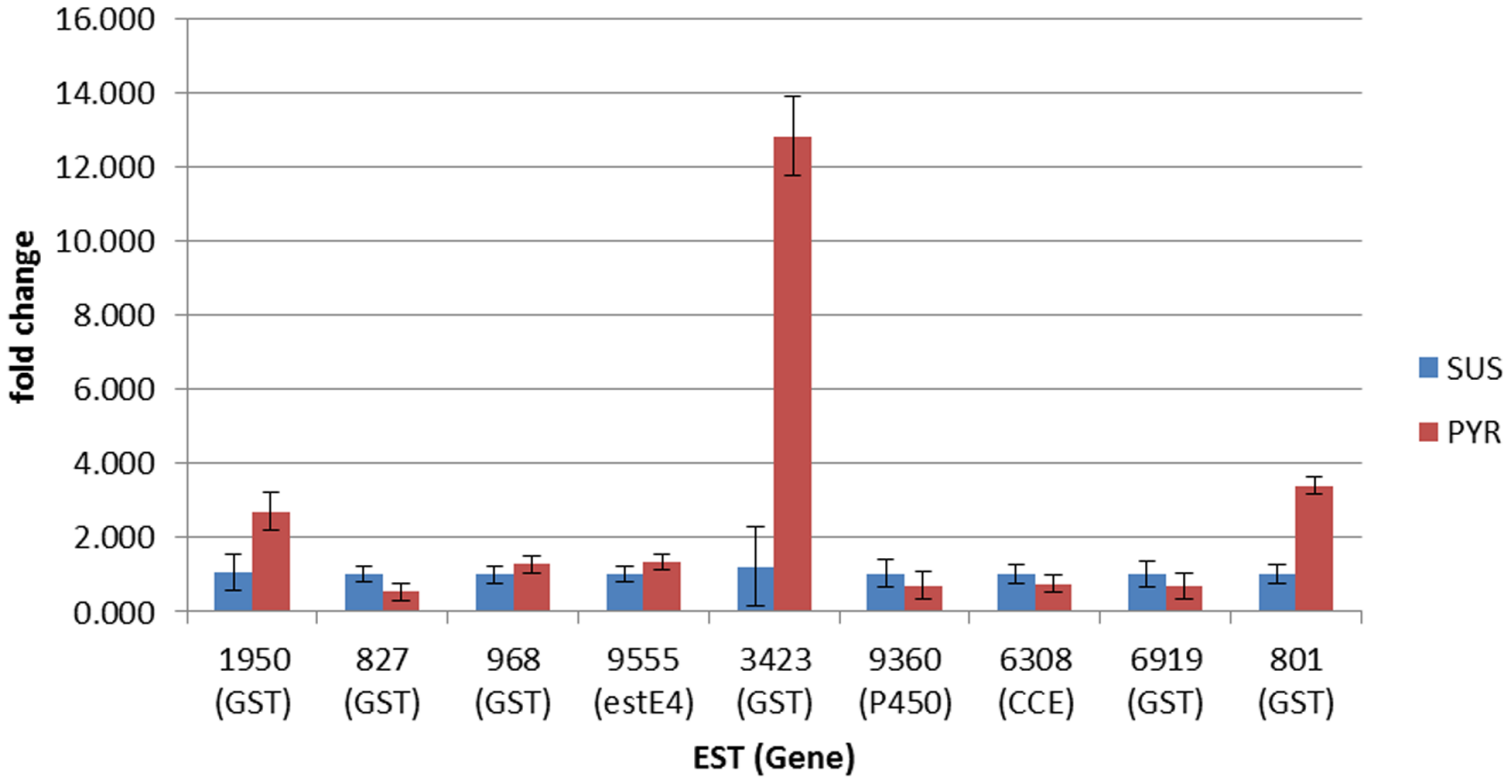
Fold change in expression of selected ESTs between SUS (blue columns) and PYR strain (red columns) in qPCR analysis. Error bars display 95% confidence intervals.

## Discussion

Previous studies investigating the biochemical characteristics of resistance to pyrethroids, organophosphates and carbamates in *S. frugiperda* have provided strong evidence that multiple mechanisms underlie resistance, including detoxification by microsomal oxidases, glutathione S-transferases, hydrolases and reductases, and target site insensitivity such as insensitive AChE [5], [6], [7]. In this study our aim was to build on this work but use molecular and genomic approaches to identify the specific mutations involved in target-site resistance and the candidate detoxification enzymes in metabolic resistance.

In our topical bioassays the PYR strain showed moderate levels of resistance (30-fold) to the pyrethroid lambda-cyhalothrin compared to the SUS strain. To investigate whether resistance was mediated by mutation of the pyrethroid target site we cloned and sequenced the IIS4-IIS6 region of the para-type sodium channel which contains many of the mutation sites previously shown to cause kdr-type resistance in a range of different insects. This revealed three kdr/super kdr-type mutations within the PYR strain at known resistance ‘hot-spots’ within this gene region, T929I, L932F and L1014F. The L1014F mutation, first identified in pyrethroid resistant house fly strains, is the most commonly reported kdr-type mutation in a range of arthropod species where it typically confers between 10–30 fold resistance to pyrethroids [21]. Functional characterisation of this mutation in insect channels injected into *Xenopus laevis* oocytes has demonstrated that it confers up to a 17-fold reduction in sensitivity to certain pyrethroids [22]. T929I is a super kdr-type mutation first identified in pyrethroid resistant diamondback moth, *P. xylostella*, which has since been reported in human head lice, *Pediculosis capitis*, maize weevil, *Sitophilus zeamais* and tomato leafminer, *Tuta absoluta* [23], [24], [25], [26]. Functional expression studies in oocytes have demonstrated that T929I in combination with L1014F makes insect sodium channels highly insensitive to both type I and type II pyrethroids and also to DDT [27], [28]. To date, the L932F mutation has only been identified in human head lice, where it is frequently associated with the T929I mutation, and the peach potato aphid *Myzus persicae* where it was associated with L1014F [24], [29]. Heterologous expression of the L932F mutation in oocytes has shown it also reduces channel sensitivity to permethrin [30]. Sequencing individuals of the PYR strain showed all three mutations are at low frequency in this strain with one individual identified that carried both the T929I and L1014F substitutions and another single individual that carried the L932F substitution. At this frequency the three mutations are unlikely to fully explain the resistance phenotype observed in the PYR strain and it is surprising that the maintenance of this strain under selection with lambda cyhalothrin has not selected for a higher frequency of one or more of the three mutations. It is possible that this could be explained by a fitness cost associated with one or more of the mutations. In this regard it is noteworthy that Yoon et al have shown that T929I reduces the expression rate of mutant sodium channels in oocytes suggesting it may carry a fitness cost by impairing sodium channel function [30]. Alternatively, the insecticide dose used for selection may have exerted insufficient selection pressure to preferentially select individuals carrying the mutations.

The second resistant *S. frugiperda* strain investigated in this study, the OP strain, showed moderate resistance (20-fold) to the organophosphate chlorpyrifos compared to the SUS strain in topical bioassays. Cloning of a significant fragment of the *ace-1* gene encoding the target protein of the organophosphate and carbamate insecticides revealed the presence of amino acid substitutions, A201S, G227A and F290V, at three positions implicated previously in OP resistance in several different insect species. Of the three, the A201S mutation was observed at the lowest frequency (17.5%) in the OP strain. This mutation was first reported in the cotton aphid, *Aphis gossypii* where it is associated with insensitivity to a wide range of carbamates and organophosphates [31]. It has subsequently been described in organophosphate resistant strains of the rice stem borer, *Chilo suppressalis*, the oriental fruit fly, *Bactrocera dorsalis* and the diamondback moth, *P. xylostella* [32], [33], [34]. In *P. xylostella* functional expression of susceptible and resistant versions (with A201S in combination with G227A) of ace-1 demonstrated that the resistant version of the protein is less sensitive to the organophosphate paraoxon [34].

The G227A and F290V mutations were observed in the OP strain at higher frequency (67.5% and 32.5% respectively) than A201S. In addition to *P. xylostella* the G227A mutation has also been described in several other insect and mite species [12] and recombinant ace-1 proteins with this substitution have been functionally expressed, showing that this mutation, on its own, confers relatively modest levels of resistance to most organophosphates. F290V has previously been described in the codling moth, *Cydia pomonella*, however, other substitutions of the F290 residue such as F290Y have been described in other insects including *Drosophila* and *M. domestica* [35], [36], [37]. Functional expression of recombinant ace-1 with this mutation has demonstrated that it confers modest levels of resistance [35]. In many insect species where several mutations are observed in the *ace* gene the effects of mutation combinations are additive. For example in *M. domestica*, although the G227A and F290Y each confer a low level of insensitivity, when combined their effect is significantly enhanced [35]. In the *S. frugiperda* OP strain the three AChE mutations were most commonly found in combination in the same individual and likely also act in concert to enhance resistance. Interestingly G227A and F290V were never observed together in the homozygous form in the same individual suggesting that they are not on the same allele in the OP strain. This is in contrast to the A201S mutation which seems to have arisen in a G227A genetic background as it was only observed in combination with this mutation.

To investigate if metabolic detoxification also plays a role in the resistance of the OP and PYR strains we designed a microarray based on all available *S. frugiperda* EST sequences and used it to compare gene expression in the resistant strains with a susceptible reference strain. A number of ESTs that can be considered potential candidates for a role in insecticide resistance, were shown to be overexpressed in the resistant strains. These included ESTs encoding GSTs, P450s and CEs, enzymes that have been implicated in metabolic resistance in many arthropod species. Several other ESTs that encode enzymes capable of metabolizing xenobiotics (and potentially insecticides) including, short chain dehydrogenases, aldehyde dehydroxygenases and glucosyl-glucuronosyl transferases were also overexpressed. In the case of the OP strain of particular relevance was a sequence encoding a CE that was identified as being significantly over-expressed in both microarray (21-fold) and qPCR (∼11-fold) experiments. Overexpression of E4 esterase was first described in *M. persicae* where it confers broad-spectrum resistance to organophosphates and carbamates as a consequence of both sequestration and ester hydrolysis [38]. Purification of this esterase and further functional analysis is therefore warranted. 

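The P450 EST Sf2M09131 has 2 probes in the paper's tables. On the OP arrays the one with the larger fold, CUST_677, was higher in the OP strain on the 2 arrays whose spots were not marked as outliers, and neither probe was tested. The SUS strain was not well above background on any array, and expression was at least 7.52-fold higher in the OP strain. With the marked spots kept, CUST_677 was called (limma, adjusted p = 0.00539). Of the 10 P450 probes that Table S2 lists as higher, 6 were tested and 2 were called.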

Several ESTs encoding P450s were also overexpressed in the OP strain in microarray analyses and one of these (Sf2M09131-5-1) was confirmed as overexpressed by qPCR ∼3-fold. This EST encodes a P450 with highest sequence similarity to *Spodoptera littoralis* CYP6B50. Members of the P450 CYP6 family have been shown to confer resistance to organophosphates in several insects previously [13]. Further suggestion that this P450 may be involved in resistance is that the EST was derived from a xenobiotic induced midgut *S. frugiperda* library. Several ESTs encoding GSTs were significantly overexpressed in the OP strain in microarray analysis. Q-PCR revealed that two of these were overexpressed (∼3-5-fold) and belong to the epsilon (Sf2m00801-5-1) and sigma GST families (Sf1F00968-3-1). Overexpression of GSTs has previously been associated with resistance to organophosphates in Lepidoptera [39]. In *P. xylostella* GST3 is overproduced in resistant strains, and heterologous expression of PxGSTE1 showed it is capable of metabolising the organophosphate insecticides parathion and methylparathion [39]. Interestingly GST3 also belongs to the epsilon GST family sharing ∼50% sequence identity with the Sf2m00801-5-1 sequence. It is also interesting that Sf2m00801-5-1 is derived from the xenobiotic induced midgut *S. frugiperda* library. In addition to the overexpressed genes that belong to gene families known to be involved in resistance, several other genes were overexpressed in the OP strain that may be capable of metabolizing xenobiotics, including short chain dehydrogenases, aldehyde dehydroxygenases and glucosyl-glucuronosyl transferases. Of these the EST encoding a glucosyl-glucuronosyl transferase (Sf2M05474-5-1) should be prioritized for further future investigation as it was one of the most highly overexpressed genes in microarray analysis of the OP strain, is derived from a xenobiotic induced midgut library, and this family are responsible for the most important detoxification pathway of Phase II drug metabolism in many vertebrates including humans [40].

For the PYR strain, of genes previously implicated in insecticide resistance, those encoding GSTs were by far the most abundant overexpressed gene family. As for the OP strain the EST Sf2m00801-5-1 encoding a GST of the epsilon family was overexpressed in both microarray and qPCR experiments. However, qPCR analysis revealed that another EST (Sf1F03423-5-1), encoding a GST belonging to the sigma family, was overexpressed at a much higher level (∼13-fold in qPCR analysis). Elevated expression of GSTs have been associated previously with pyrethroid resistance in Lepidoptera (*Spodoptera littoralis*) [41]. Furthermore, induction of GSTs by pyrethroid exposure has also been previously reported for *S. frugiperda* [42]. However, in contrast to organophosphates, pyrethroids have not been shown to be directly metabolized by GSTs. Rather studies on pyrethroid-resistant brown planthoppers, *Nilaparvata lugens* with elevated GST activity has suggested they may protects against lipid peroxidation products and oxidative stress that are induced by pyrethroid exposure [43]. In addition, insect GSTs may act by sequestering pyrethroids until they are metabolized by other detoxification enzymes [44]. In this regard ESTs encoding a P450 and two carboxylesterases were upregulated in the PYR strain in microarray experiments, however, qPCR validation showed that the levels of expression of these ESTs is not significantly different in the SUS and PYR strains. Other ESTs associated with xenobiotic metabolism that were overexpressed in the PYR strain in microarray analysis include two UDP-glucosyltransferases and a carbonyl reductase, both of which warrant further investigation.

In summary this study has identified mutations in the genes encoding the VGSC and AChE enzyme of *S. frugiperda* that have been shown previously to confer resistance to pyrethroids and organophosphates respectively in a range of arthropods. However, our analyses have provided further support that resistance to organophosphates and pyrethroids in *S. frugiperda* is multigenic and we have identified a promising list of candidate genes that may also play a role in resistance. The consistency of overexpression of these genes with resistance in a range of *S. frugiperda* strains can now be examined, such studies combined with heterologous expression and functional analysis of putative resistance proteins will identify which actually confer resistance.

Overall the information provided by this study is a prerequisite for the design, implementation and monitoring of resistance management strategies for *S. frugiperda* that aim to preserve the efficacy of the insecticide classes used for control. Given that there is a limited arsenal of effective chemical classes for the control of *S. frugiperda* and the current reliance on the use of organophosphates and pyrethroids in Brazil (see introduction) means such strategies are urgently required.

## Supporting Information

Table S1 **Oligonucleotide primers used in this study.**
(XLS) Click here for additional data file.

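Table S2 gives, for each probe, a p-value, the fold with its direction and the EST with its description. The copy read here lists 191 probes of the 497 the paper counts, 120 of them higher in the OP strain, which is the paper's number of annotated higher probes. Of these 120, 105 were tested here and 43 were among the 125 probes called higher.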

Table S2 **ESTs significantly differentially transcribed (more than 2-fold over or under expressed, p<0.01) between the OP strain and the susceptible SUS strain in microarray analysis.**
(XLS) Click here for additional data file.

Table S3 **ESTs significantly differentially transcribed (more than 2-fold over or under expressed, p<0.01) between the PYR strain and the susceptible SUS strain in microarray analysis.**
(XLS) Click here for additional data file.

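Table S3 holds the same kinds of value for the PYR strain. The copy read here lists 224 probes of the 535 the paper counts, 92 of them higher in the PYR strain, of which 83 were tested and 26 were among the 48 called higher. Because both copies are partial, no enrichment of either list was tested. A longer sheet of the same table holds 927 probes with log ratios.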

How the deposited data were processed for this re-analysis (not part of the article)

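RNA pools of the OP, PYR and SUS strains were hybridised on 8 arrays with 2 dyes each, 4 for OP against SUS and 4 for PYR against SUS, with the dyes swapped on 2 arrays of each comparison. Conditions, dyes and replicate numbers were taken from the sample labels. Arrays of one comparison were treated as biological replicates.

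The authors scanned the arrays and processed the intensity of each spot with Agilent Feature Extraction 10.7.1.1 at default settings, which subtracted the background, removed spatial trends and normalized the dyes within each array. From these the deposited scanner output gives the log10 ratio of Cy5 to Cy3, set to 0 where neither channel differed from background or where the only significant channel lay below the other channel's substitute value. The authors' series table holds the same log10 ratios, with dye swaps not flipped. The authors state that normalization, filtering, dye flipping and a t-test against zero with Benjamini-Hochberg adjustment were done in GeneSpring GX 11, whose output these files do not contain. The scanner output gives the median signal of each spot but no mean signal.

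Control spots and spots marked as non-uniform or population outliers, in the feature or the background of either channel, were left out. Between 327 and 686 spots per OP array and between 537 and 903 per PYR array were so marked. Log10 ratios were converted to log2 and turned to the resistant strain over SUS. On the array, 12528 probes had 1 spot, 1265 had 2 and 15 had 10, and the spots of one probe were averaged. The median background-subtracted signal lay between 5.96 and 143 in the OP channel, between 3.61 and 25.6 in the PYR channel and between 3.13 and 7.32 in the SUS channel. Between 2998 and 5639 spots per array had a log ratio of 0, and on between 19 and 490 of them a channel had significant signal.

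Each comparison was fitted on its own 4 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and adjusted over the probes tested by the Benjamini-Hochberg method. The difference between the comparisons was a contrast of all 8 arrays in one fit, over the 6932 probes with values on at least 3 arrays of each comparison that passed the filter in either. The detoxification probes, fixed before the data were examined as those with the design suffix of the paper's GST, P450 and CE probes, were tested as a set with camera, two-sided, beside fry. The main settings, thresholds, samples of each fit and the alternatives were also chosen before the data were examined, except where a setting is described as chosen after seeing the files or values. The paper's methods name a plain t-test; it was run on the same values as an alternative.

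Probes named in the text were fixed in advance: for each EST that the paper's microarray results or discussion identify, the probe with the largest fold in Table 3 or 4 or else in Table S2 or S3; per comparison and direction, the 3 called probes with the largest log2 ratio and the same sign on every array; and the first probe of Tables 3 and 4. All probes of those tables were treated as lists. EST names and descriptions come from the paper's tables and from the names on the array; the families GST, P450 and CE follow a rule on the first word of the array's names that was chosen after seeing the files.

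Whether the replicate numbers pair the arrays of both comparisons was checked from the deviations of each array from its comparison's mean over 5739 probes. Arrays with the same number correlated at 0.297 to 0.562 (mean 0.455), and arrays with different numbers at -0.513 to 0.228. The numbers thus pair the arrays, but whether shared SUS pools cause this was not tested. The labels give the SUS pools the same numbers in both comparisons. A fit with the replicate number as a block was therefore among the alternatives, with statmod 1.5.0. Chance values shared through SUS were simulated 100 times, with each probe drawn independently.

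The scripts were tested on simulated data with the real probes, missing values and spread, in 20 sets per comparison, with 200 probes changed by 1.5 to 4 on the log2 scale. The first simulation gave each probe its own observed spread. In its first single set it recovered 0 of the OP probes, and a version with spreads drawn from limma's estimated prior was then added; both are reported over 20 sets, since a single set also changed with the order of the probes. With each probe's own spread, the test recovered on average 6.78% of changed probes among 6958 for OP (from 0 to 34 of 200), 12.5% among 6065 for PYR (0 to 42) and 12.0% among 6932 for the difference (7 to 38). With prior spreads these were 12.7% (0 to 42), 7.88% (0 to 43) and 5.98% (0 to 34). Of probes changed by 4, it recovered 23.2% for OP and 34.1% for PYR with own spreads, and 41.6% and 29.5% with prior spreads. At most 3 unchanged probes were called in any set, no called changed probe of the OP and PYR sets had the wrong sign, and in sets without changes 0 probes were called by limma. Power at this threshold was therefore low in these simulations. They changed 200 probes, whereas 1860 OP and 1954 PYR probes had an unadjusted limma p under 0.05. Recovery under the Benjamini-Hochberg method depends on the share of changed probes, so these percentages may not hold for the real arrays. A probe that was not called is not shown to be unchanged. Camera called the set in 20 of 20 simulations with the detoxification probes shifted by 1, for each comparison and spread. Without a shift it called the set in 0 of 20. These simulations drew each probe independently, whereas the correlation estimated for the set on the OP arrays was 0.0862. They therefore cannot show how often camera calls an unshifted set of correlated probes.

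The alternatives covered the background correction and normalization (normexp with an offset of 50, then loess), the source of the values, the filter on dim probes, spots marked as outliers, log ratios of 0, dye effects, the samples in the fit, the replicate block, array weights, the test, the p and fold thresholds and each replicate left out. The quantitative PCR, the bioassays and the target site sequences of the paper have no values in these files and were not analysed.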

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

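Among the settings used here, treating log ratios of 0 as missing and normexp with loess on the median signal were chosen after seeing the files; the signs reversed in the correlation between comparisons, the count of reversed patterns with a camera p under 0.05 and the set shift by array were chosen after the results were seen. The other tests in this part were set before. For single arrays standing apart, 70 groups of 4 arrays were examined and 2 stood out, where chance gives about 1 in 20.

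The median signal of the OP channel on OP replicate 1 was 143, against 5.96 to 28.9 on the other OP arrays. The gap to the nearest array was 0.833 of the whole range. Without this replicate 23 probes were called in the OP comparison in place of 204, and array weights gave it the lowest weight of the 4, 0.476. A brighter channel could raise every OP ratio of dim probes, among them the detoxification probes. Without replicate 1, camera gave p = 0.00179 for that set, which is not an exact p, and fry gave 0.153. Camera also gave a p under 0.05 in 4 of the 7 patterns with array signs reversed, so its p decides nothing here. By array, the set stood above the other probes by 0.72 on replicate 1 and by 0.81, 0.03 and 0.97 on replicates 2, 3 and 4. Whether this array's brightness caused part of the shift stays open. Each OP pool was on 1 array, so more labelled RNA, stronger staining and a true difference of that pool stay open, and no biological explanation was tested.

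On PYR replicate 1, 5639 spots had a log ratio of 0, against 3203 to 3509 on the other PYR arrays. The gap was 0.874 of the range. Both channels of this array also had the fewest spots well above background of the PYR arrays, 5406 for PYR and 5155 for SUS. Array weights gave it the highest weight of the 4, 1.36. Without it, limma called 0 PYR probes (smallest adjusted p = 0.0239, 1460 at an unadjusted p under 0.05) in place of 125. With zeros treated as missing 129 were called, so the zeros on this array did not decide the count. Low signal of the whole array and low labelling of its pools remain open, and no biological explanation was tested.

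The OP and PYR ratios differed for 37 of 6932 probes (limma, smallest adjusted p = 0.00377), 25 with the higher ratio in OP and 12 with the higher ratio in PYR. Of the probes called only in OP, 20 of 163 tested differed, and of those called only in PYR, 13 of 90. Among the 35 splits of the 8 arrays into groups of 4, 1, the real one, gave as many calls. The numbers pair the arrays, however, and among the 8 splits that part every pair 1 did so. Those are too few to exclude chance, and the other splits leave some pairs together. At an unadjusted p under 0.01 the real split gave 316 probes, fewer than the 596 of the split that follows the dye and the 387 of a split that exchanges OP replicate 3 with PYR replicate 2. With a dye term 41 probes differed, with paired differences by replicate number 43, and with the replicate number as a random block in the fit 138. With zeros as missing 4 differed. Of the 37, 15 held a zero ratio and 23 were still tested then, so most lost calls are not explained by zeros of their own, and the cause was not tested. Without any one replicate limma called 0 (576 to 880 at an unadjusted p under 0.05). In 12 of the 37, both strains were at background on every array of one comparison, and among probes well above background in both strains on every array limma called 0 (149 at an unadjusted p under 0.05). With normexp, whose offset of 50 shrinks ratios of dim signals by construction, 1 differed. Ratios of probes at background may therefore account for part of these calls. The slide row, which follows the comparison, and the strains cannot be told apart.

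For CUST_10566, the lysozyme probe at the head of Table 4, the OP ratio minus the PYR ratio was -4.68 (standard error 0.51, limma, adjusted p = 0.00441). On the PYR arrays the PYR strain was well above background on 4 of 4. On the OP arrays neither strain was, so no OP fold can be given, and the difference depends on the background on that side. That the PYR strain alone expresses this EST more highly stays open, as does a state of the PYR pools other than their resistance. Neither was tested. On the OP arrays, 2 ratios of this probe were 0.

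Probes lower in the resistant strains are not discussed in the paper's text, and 20 probes were called lower in both (limma). The SUS strain was well above background on every array for 15 of the 20, and for 3 neither resistant strain was on any array, so only bounds can be given for those in both comparisons. None of the 20 is a detoxification probe. Shared SUS pools are a technical candidate explanation for changes common to both strains. The highest correlation across probes in 100 simulations of unchanged strains was 0.538, below the observed 0.688, but the simulations drew each probe independently. With 2 of the 4 replicates reversed in both comparisons, which cancels a change of one size on all arrays, it was 0.132, 0.550 and 0.589. These 3 patterns are too few to exclude chance, so shared chance values stay open. Both strains were compared with the same SUS strain, so a trait of SUS alone stays open beside a change common to OP and PYR, as untested.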

How the results depend on the processing

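The settings normexp with loess on the median signal, log ratios of 0 as missing, and the methods' t-test with no filter and marked spots kept (unadjusted or adjusted) were chosen after seeing the data. For each setting below the cause of the change was not tested unless it is stated.

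Counts of OP calls stayed within 1.5 times of 204 in 7 of 22 alternatives and ran from 0 to 998. Counts of PYR calls stayed so in 6 of 22 and ran from 0 to 908. The series table, median centring, marked spots kept, no fold threshold, and zeros as missing kept both counts: 204, 194, 207, 204 and 207 for OP, and 125, 125, 137, 125 and 129 for PYR. Every called probe changed by more than 2-fold, so the fold threshold removed none. Centring moved the median of OP replicate 1 by 0.11.

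With normexp, limma called 0 OP and 0 PYR probes (higher or lower, and 0 higher in both), with 1492 and 1531 at an unadjusted p under 0.05 and smallest adjusted p of 0.0183 and 0.0139; 1 probe differed between OP and PYR. Its offset of 50 shrinks the ratios of dim signals by construction, and what this does to the counts was not tested. Without the filter on dim probes limma also called 0 and 0, with 2203 and 2326 at an unadjusted p under 0.05, 0 higher in both and 3 differing; 13665 and 13243 probes were then adjusted over. Among probes well above background in both strains on every array, 11 OP probes (5 higher, 6 lower) and 12 PYR probes (5 higher, 7 lower) were called, 0 higher in both and 0 differing. Signal over background limits these results: 64 of the 125 OP probes called higher had no SUS signal well above background.

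With zeros as missing 4 probes differed in place of 37. The dye term gave 78 OP calls (39 higher, 39 lower) and 563 PYR calls (279 higher, 284 lower). All 8 arrays in one fit gave 320 OP calls (198 higher, 122 lower), 393 PYR calls (189 higher, 204 lower) and 64 higher in both. With the replicate number as a random block in that fit (correlation 0.466), 306 OP calls (120 lower) and 367 PYR calls (172 higher, 195 lower) were made, 61 higher in both and 138 differing; as paired differences 43 differed. Against the fit of all 8 arrays without a block, the random block changed the counts of OP calls, PYR calls and probes higher in both by less than 1.5 times. The count of differing probes rose from 37 to 138 with it. Array weights gave 358 OP calls (236 higher, 122 lower), 120 lower PYR probes and 30 higher in both; the weights depend on the order of the probes.

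The methods' t-test, unadjusted, called 425 OP probes (271 higher, 154 lower), 458 PYR probes (205 higher, 253 lower) and 46 higher in both. Adjusted, it called 0 in each, with 1486 and 1489 at an unadjusted p under 0.05. With no filter and marked spots kept, it called 496 OP probes (315 higher, 181 lower), 535 PYR probes (238 higher, 297 lower) and 55 higher in both unadjusted, and 0 adjusted (1746 and 1829 at an unadjusted p under 0.05). Limma unadjusted gave 998 OP calls (632 higher, 366 lower), 908 PYR calls (442 higher, 466 lower), 174 higher in both and 316 differing. At an adjusted p under 0.05 it gave 808 OP calls (509 higher, 299 lower), 722 PYR calls (347 higher, 375 lower), 126 higher in both and 106 differing.

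Leaving out one replicate at a time gave 2 to 166 OP calls (0 to 101 higher, 2 to 65 lower) and 0 to 18 PYR calls (0 to 1 higher, 0 to 17 lower), with 0 higher in both and 0 differing each time. Without replicate 1, 2, 3 and 4 the OP counts were 23, 2, 166 and 6, and the PYR counts 0, 18, 0 and 0. With 1 array fewer, fewer degrees of freedom are left.

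The detoxification set kept its upward shift in OP in all 12 alternatives (0.17 to 0.87), and camera's p was under 0.05 in 11; with the estimated correlation it was not (0.69, p = 0.213). Fry's p was under 0.05 in 6 and over it in 6. Centring each array, the series table and the estimated correlation cannot move this difference. Leaving out replicates gave 0.46 to 0.87 in OP. In PYR no setting gave a camera p under 0.05, although fry gave 0.0176 upward among probes well above background everywhere and 0.0133 downward without replicate 2. There the difference of -0.11 reversed to 0.00807 with normexp, 0.0765 among probes well above background everywhere, 0.02 without replicate 3 and 0.12 without replicate 4, and ran from -0.21 to 0.12 over the replicates left out.

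Over the named probes, 54 results had 1142 alternatives: 807 kept their side of the threshold, 279 lost a call, 56 gained one and 0 changed sign. A slide or scan block was not run, because all arrays share 1 slide and 1 scan. One value per EST was not run, because the tables read here name ESTs for only part of the probes. Normexp was run on the median signal, because the files hold no mean signal.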

Differences from the paper's values

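The paper's counts are of probes at a p of 0.01 and more than 2-fold. Alternatives named here were set before the data were examined unless stated. Where the methods' t-test with no filter and marked spots kept is named, it was chosen after seeing the values.

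The paper reports 497 probes for the OP strain, and 204 were called here. Array weights (358) and the methods' t-test unadjusted (425) differ by less than 1.5 times, and the other 16 alternatives set in advance do not. The t-test with no filter and marked spots kept, chosen after seeing the values, gives 496. The paper reports 315 higher probes in OP, and 125 were called here. Array weights (236) and the unadjusted t-test (271) come within 1.5 times, the other 16 do not, and the setting chosen after seeing the values gives 315.

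For the PYR strain the paper reports 535 probes, and 125 were called here. The dye term (563), all 8 arrays in one fit (393), that fit with the replicate number as a random block (367), the unadjusted t-test (458) and limma at an adjusted p under 0.05 (722) come within 1.5 times, and the other 13 do not. The paper reports 238 higher probes in PYR against 48 here; the same 5 settings come within 1.5 times (279, 189, 172, 205 and 347), and the other 13 do not. The setting chosen after seeing the values gives 535 and 238.

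The paper gives 10 for the GST probes higher in OP. Its Table 3 lists 10, of which 9 were called here, and the copy of its Table S2 read here lists 23, of which 15 were called. The paper reports 27 GST probes as higher in PYR. Of those listed, 10 were called here. The dye term (19), the unadjusted t-test (24), limma unadjusted (25) and limma at an adjusted p under 0.05 (23) come within 1.5 times, the other 14 do not, and the setting chosen after seeing the values gives 27. The paper reports 10 P450 probes as higher in OP, of which 2 were called here. No alternative set in advance comes within 1.5 times, and the setting chosen after seeing the values gives 10. The paper reports 2 CE sequences as higher in OP, of which 1 was called here. Keeping marked spots gives 2, the other 17 alternatives set in advance do not, and the setting chosen after seeing the values gives 2.

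The paper reports 6 probes as overexpressed in both strains, and 15 were called here. No alternative comes within 1.5 times. The paper's Tables 3 and 4 share 16 probes.

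The paper names a P450, Sf2H09360 (CUST_664), as higher in PYR on the array, but its quantitative PCR found no significant difference. A GST, Sf1F03423 (CUST_286), is described there as higher in PYR by quantitative PCR. Neither was called here (limma, adjusted p = 0.0202 and 0.0168). Both are called with the dye term, by the methods' t-test unadjusted, by limma unadjusted and by limma at an adjusted p under 0.05, and by the t-test with no filter and marked spots kept, chosen after seeing the values. The paper names a CE, Sf1P26308 (CUST_83), as higher in PYR. It was not tested here, and of the settings run only the one chosen after seeing the values calls it. The paper names Sf2M09131 (CUST_677) and lists a CE, Sf2M00974 (CUST_14), as higher in OP. Both had too few values to be tested and are called when marked spots are kept, and in the setting chosen after seeing the values.

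The paper lists Sf1F00509 and Sf1F00968 as higher in both strains. CUST_11088 and CUST_176 were called here in OP only (limma, PYR adjusted p = 0.0109 and 0.0136). Both are called in PYR with the dye term, with all 8 arrays in one fit with or without the random block, by the t-test unadjusted, by limma unadjusted and by limma at an adjusted p under 0.05, and by the setting chosen after seeing the values; CUST_11088 is also called with array weights. Another probe of Sf1F00968, CUST_170, was called in PYR (limma, adjusted p = 0.00421). In OP, 0 of the 12 tested probes of Sf1F00968 other than CUST_176 were called, with log2 ratios of 0.57 to 2.33. The paper's list of shared ESTs leaves out Sf2M00801 (CUST_209), which its discussion describes for both strains. CUST_209 was called in both (limma, adjusted p = 0.00561 and 0.00589).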

Other observations

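The tests on the p-values of Tables S2 and S3 and on the long sheet of Table S3, the test on the dye signs, the count of reversed patterns with a camera p under 0.05 and the set shift by array were chosen after their results were seen. The other tests here were set before. A change of expression that comes with resistance stays open throughout, as untested.

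For the 204 OP calls, 8 patterns of reversed array signs are possible, and 1, the real one, gave as many calls; the other 7 gave 0. The same held for the 125 PYR calls (1 of 8) and for the 15 probes higher in both strains (1 of 8). With 8 patterns chance cannot be excluded at 0.05. For the detoxification set in OP, an exact count of patterns gave 2 of 8 with a camera p as small as the real one, the other with replicate 3 reversed and p = 1.2e-08. In PYR 8 of 8 did.

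Shared SUS pools could raise the same probes in both comparisons. The most probes higher in both in any simulation of unchanged strains was 0, against 15 observed. Calls in either comparison alone were not counted in the simulations, so this count excludes nothing, and shared chance values and a trait of the SUS strain itself stay open.

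Probe-specific dye bias adds up under the array signs that follow the dye, and cancels between the dye orders under the real ones. Over all tested probes, limma called 0 probes under the dye signs in OP (70 at an unadjusted p under 0.05, against 1860 under the real signs) and 0 in PYR (594 against 1954). This argues against dye bias as the whole cause of the 204 and the 125 calls. A dye term left 72 of the 204 and 125 of the 125 called, but with balanced dyes it changes the residual spread and not the mean ratio.

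Over both comparisons, 243 calls had a fitted change of more than 10-fold, where a probe called in both comparisons counts in each. The dimmer strain was not well above background on any array for 85 of these (35.0%), whose change is known only as a lower bound, and for 34.9% of the 86 calls with smaller changes. Under normexp the median size of the larger changes was 1.62 on the log2 scale in place of 4.18, but its offset of 50 shrinks ratios of dim signals by construction, so this decides nothing. Whether background sets the size of the larger changes cannot be told apart from a true change. The share with the dim strain at background on every array is alike for larger and smaller changes, and a minority of each. Both strains were well above background on at least 3 arrays for only 32.5% of the larger and 38.4% of the smaller changes. Most ratios of either kind may therefore depend partly on the background level.

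The set shift in OP fell from 0.69 to 0.25 among probes well above background in both strains on every array (camera p = 0.0270 and fry p = 0.316, neither an exact p). By array it was 0.67, -0.03, -0.07 and 0.60 for replicates 1 to 4. For the whole set camera gave a p under 0.05 in 4 of the 7 reversed patterns, so its p decides nothing here, and SUS background stays open as a cause.

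The p-values listed in Tables S2 and S3 were set against a t-test of the mean log2 ratio against zero on all 4 arrays, with no filter and marked spots kept. For Table S2, 190 of 191 listed p-values came within 1% of the unadjusted p, and for Table S3 222 of 224 did, while 0 matched the Benjamini-Hochberg adjusted p, whose smallest values were 0.0471 and 0.0318. In the long sheet of Table S3, 925 of 927 log ratios came within 0.001 of the mean without PYR replicate 1, and 2 of the mean over all 4 arrays. These values are consistent with listed p-values that were not adjusted, and with a sheet computed without that replicate.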
